# The use of new approach methodologies (high-throughput transcriptomics) to study nanoagrochemicals: mechanisms of toxicity of a commercial copper oxychloride to soil model invertebrates (*Enchytraeus crypticus*)

**DOI:** 10.1007/s00204-026-04304-3

**Published:** 2026-02-07

**Authors:** Susana I. L. Gomes, Janeck J. Scott-Fordsmand, Mónica J. B. Amorim

**Keywords:** Precision agriculture, New approach methodologies (NAMs), Microarrays, Enchytraeids, Soil invertebrate, Non-target species, Econanotoxicology

## Abstract

Nanoagrochemicals aim to increase safety and sustainability, representing an alternative to conventional agrochemicals. Given the infancy of this field, the risk-benefit analysis for nano-enabled agrochemicals remains unresolved. New Approach Methodologies (NAMs), such as omics, are high on the agenda to move beyond standard hazards, as the investigation of the mechanisms of toxicity deliver valuable information to understand the risks. NUCOP–M^®^, a Cu-based commercial formulation containing nano-features, was previously assessed in *Enchytraeus crypticus* (Oligochaeta), impacting survival and reproduction based on the standard OECD Enchytraeid Reproduction Test (28 days) and its extension (56 days). The aim of the present study was to understand the mechanisms of toxicity of NUCOP–M^®^ at sublethal concentrations (100 and 500 mg Cu/kg soil of NUCOP-M^®^) in short and longer exposure (2, 21 days) using a high-throughput gene expression microarray (NAMs) containing probles for 44,000 genes (a 4 × 44 K microarray). Results showed high transcriptomic response after 21 days exposure, although after 2 days there was an indication of increase in intracellular transport. At 21 days, the gene expression profile was compatible with effects on embryo development, which could be linked to reproductive effects observed at 28- and 56-days of exposure. Several of the genes found up-regulated points towards mitochondrial stress and activation of mechanisms to cope with oxidative stress. This study provides important insights into the mechanisms of toxicity of nanoagrochemicals in non-target species, filling a significant knowledge gap.

**Graphical abstract:**

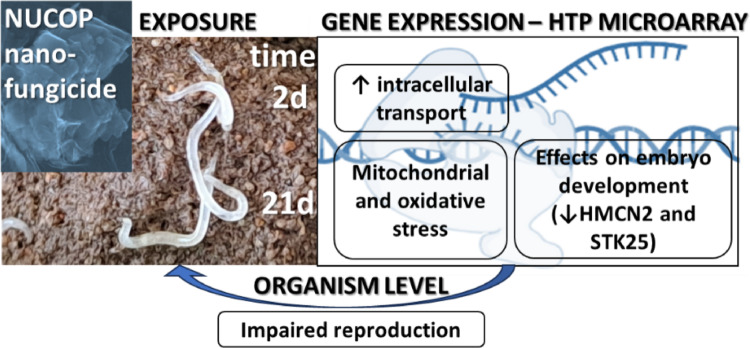

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00204-026-04304-3.

## Introduction

Nano enabled agrochemicals (or nanoagrochemicals, i.e. chemical products used in agriculture that owe at least part of their activity to an inherent nanomaterial related property (Schwab 2023) aim to increase crop productivity without further increasing environmental pollution. There is potential for the use of nanotechnology to promote controlled and targeted release and delivery of the active substances or nutrients, improving efficiency (lower application rates) and reducing run-off residues (Pulizzi 2021). This tackles some of the major limitations of conventional agrochemicals (reduced application effectiveness and efficiency) and reduces the environmental footprint of agricultural practices, while contributing to addressing one of the major challenges of our time: to feed a growing population (Sharma et al. 2022; Ali et al. 2023).

Over the past few years, there has been a tremendous increase in research related to nanotechnology with agricultural applications, as illustrated by the number of patent applications and registrations, which almost doubled from 2011–2013 to 2014–2016 (Kah et al. 2019). Copper (Cu) has been used in agriculture as an antimicrobial agent for more than thirteen decades (Lamichhane et al. 2018). Thus, and considering the demand for more sustainable and eco-friendly crop pest control alternatives, it is no surprise that that Cu-based nanomaterials (Cu NMs) have been investigated for their potential use in agriculture (e.g. (Strayer-Scherer et al. 2018; Pariona et al. 2019; Oussou-Azo et al. 2020; Ahmad et al. 2020; Kohatsu et al. 2021; Ibarra-Laclette et al. 2022). Currently, some Cu-based nano enabled agrochemicals are already marketed, e.g. the fungicide Kocide^®^3000 (a copper hydroxide-based nano enabled formulation (Li et al. 2019). Toxicity studies with non-target species showed that Kocide^®^3000 induced mortality to the aquatic organisms *Daphnia magna* (96 h 50% Lethal Concentration: LC_50_ = 2.4 mg/L)(Aksakal and Arslan 2020) and zebrafish embryos (96hpf LC_50_ = 6.3 mg/L)(Aksakal and Sisman 2020) and that it was more toxic to zebrafish embryos than copper sulphate (Wang et al. 2021). Kocide^®^3000 and CuPRO 2005 (also a Cu-based pesticide) were as toxic to *Leptocheirus plumulosus* as CuCl_2_ (Vignardi et al. 2020). For soil living invertebrates, studies showed that Kocide^®^ 3000 was more toxic to *Folsomia candida* than the commercial non-nano formulations (Bordeaux mixture^®^, Cupravit^®^, and Nordox^®^) and as toxic as Champion^®^ (Neves et al. 2019). On the other hand, Kocide^®^ 3000 was least toxic to *Porcellionides pruinosus* and *Tenebrio molitor* in comparison to the other copper hydroxide-based pesticide (Champion^®^) and the pure active substance, and this was linked to a lower bioaccumulation potential (Morgado et al. 2022). Another commercial Cu-based nano enabled product (copper oxychloride based, NUCOP–M^®^) was less toxic in the short-term (2 and 13 days) than pure copper oxychloride and similarly toxic in the longer-term (28 and 56 days) to *Enchytraeus crypticus* (Chidiamassamba et al. 2024). A life cycle assessment (LCA) study to evaluate the environmental impacts of Cu-based nanopesticides in comparison to conventional pesticides (CuO Nps were used, in comparison to CuSO_4_) revealed that although conventional CuSO_4_ pesticides caused less environmental damage than CuO NPs (when per kg was used as the functional unit), CuO NPs consumed less renewable energy and presented better overall environmental performance (when per unit efficacy) (Liu et al. 2023). Another study estimated health risks of Cu-based nanoagrochemicals (Cu(OH)_2_ and CuO NPs), revealing that consumption of contaminated edible leafy vegetables resulted in health risks for humans. It also calculated maximum allowable applicable concentration values without posing risk to human health or causing plant toxicity to be 1.14 and 0.45 mg/L for Cu(OH)_2_ and CuO NPs, respectively (Shahane and Kumar 2022).

Despite the increasing data, the debate persists regarding the benefits of nanoagrochemicals in comparison to conventional products (i.e. regarding the efficiency gains and reduced toxicity (Zhang and Goss 2022; Paz-Trejo et al. 2023). The regulation of nanoagrochemicals needs further clarification for the adequate assessment of their safety (Grillo et al. 2021; Kah et al. 2021), especially understanding the nano forms’ influence on the pesticide related properties to assess exposure and fate. Hence, the understanding of the nanoagrochermical modes of action (or mechanisms of toxicity) will aid the current debate and clarify the comparative risks of nano versus conventional agrochemicals. Currently, the investigation of the modes of action of nanoagrochemicals is mostly focused on their target action (Schwab 2023), but the study of mechanisms of toxicity has also been recommended as part of the testing strategy for nanomaterials (Gomes et al. 2021) and nanopesticides (Grillo et al. 2021). Whitin an ecotoxicology perspective, a mechanistic based study showed that Kocide^®^3000 affects zebrafish larvae energy metabolism with decrease in glycolysis, activation of the adenosine monophosphate-activated protein kinase (AMPK)-mTOR signalling pathway, and promotion of TCA cycle (citrate cycle) (Wang et al. 2024). In *E. crypticus*, a microarray study indicated that an atrazine-based nanoformulation was absorbed by endocytosis, while pure atrazine is taken up by passive diffusion (Gomes et al. 2022), highlighting the differences between the nano and the non-nano pesticide.

The aim of the present study was to understand the mechanisms of toxicity of the commercial formulation NUCOP–M^®^, which has been reported to have nano-features.(Chidiamassamba et al. 2024) For that, a custom-made 4 × 44k high-throughput (HTP) microarray was used where 4 × 44,000 genes are printed on a microarray, representing its whole transcriptome (Castro-Ferreira et al. 2014; Gomes et al. 2017) to assess the transcriptomic profile of *Enchytraeus crypticus* (Oligochaeta) exposed to 100 and 500 mg Cu/kg of NUCOP–M^®^. These are known, sublethal concentrations, previously determined based on the standard OECD Enchytraeid Reproduction Test and its extension(Chidiamassamba et al. 2024) (28 days_reproduction 10% Effect Concentration: EC_10_ = 100 mg Cu/kg and 56 days_total organisms EC_50_ = 497 mg Cu/kg of NUCOP–M^®^). Enchytraeids are soil living invertebrates that have been used as test species in ecotoxicology studies for decades (Rombke 2003). They are non-target animals to agrochemicals exposure and a variety of tools exist to assess toxicity at different levels of biological organization, including the standard test to assess survival and reproduction(OECD 220 2016) and the HTP microarray(Gomes et al. 2017) for transcriptomic screening. The mechanisms of toxicity of the commercial fungicide NUCOP–M^®^, reported to have nano-features, are currently unknown.

## Materials and methods

### Test species

Adult animals of the species *Enchytraeus crypticus* (Westheide and Graefe, 1992) were used for the experiments. *E. crypticus* cultures were maintained in the laboratory for more than 10 years under controlled conditions of temperature (20 ± 2 °C) and photoperiod (16:8 h light: dark). The culture media consisted of sterilized Bacti-Agar medium (Oxoid, Agar No. 1) and a mixture of four different salt solutions at the final concentrations of 2 mM CaCl_2_⋅2H_2_O, 1 mM MgSO_4_, 0.08 mM KCl, and 0.75 mM NaHCO_2_. The cultures were fed with ground autoclaved oats twice a week.

### Test soil

The natural standard LUFA 2.2 soil (LUFA Speyer, Germany) was used as test media. The soils’ main characteristics were: pH (0.01 M CaCl_2_) = 5.5 ± 0.1; organic carbon = 1.72 ± 0.54%; cation exchange capacity (CEC) = 8.4 ± 1.9 meq/100 g; maximum water holding capacity (maxWHC) = 44.1 ± 6.0 g/100 g; grain size distribution = 10.7 ± 1.9% clay, 15.7 ± 1.1% silt, and 73.6 ± 2.1% sand.

### Test materials and spiking procedures

NUCOP–M^®^ 35% HiBIO^®^ (35% Cu w/w, in the form of copper oxychloride, Agrototal, Produtos Químicos S.A.), a commercially available copper-based fungicide, was tested as purchased. The fungicide formulation was previously characterized (Chidiamassamba et al. 2024) as a suspension containing irregularly shaped particles with a high degree of agglomeration (zeta average ranging from 876 to 1754 nm, with the presence of smaller peaks with ca. 300 nm).

The tested concentrations were 0, 100 and 500 mg Cu/kg soil dry weight. These concentrations cover the dose-response curve in terms of effects on reproduction at 28 and 56 days of exposure (28 days_reproduction EC_10_ = 100 mg Cu/kg; 56 days_total organisms EC_50_ = 497 mg/kg: ca. 50% effect concentration), as previously determined based on the standard OECD reproduction tests (28 days) and its extension for 56 days (Chidiamassamba et al. 2024).

NUCOP–M^®^ is commercialized as a water dispersible powder, thus it was added to soil as aqueous suspensions. A stock suspension was prepared and serially diluted with deionised water to obtain the test concentrations. The spiking followed the guidelines for nanomaterials (OECD 2012), with each replicate being prepared individually to ensure total raw amounts of the tested material. In short, the prepared suspensions were added to the pre-moistened soil to reach 50% of soil’s maxWHC, the soil was homogeneously mixed and left to equilibrate for 1 day prior to the start of the exposure.

### Exposure details

Exposure followed the standard OECD guideline for the Enchytraeid Reproduction Test (OECD 220 2016), with adaptations as described below. Forty adult animals with well-developed clitellum were introduced in each test vessel containing 20 g of moist soil (control or spiked) and 30 mg of food (ground autoclaved oats). The animals were exposed for 2 and 21 days under controlled conditions of photoperiod (16:8 h light: dark) and temperature (20 ± 1 °C). Food (33 mg) and water (based on weight loss) were replenished weekly. Four replicates per test condition and exposure period were performed. After respectively 2 and 21 days of exposure, the animals were carefully removed from the test soil, rinsed in deionized water and frozen in liquid Nitrogen. Samples were stored at − 80 °C till further analysis.

### Gene expression: microarray analysis

#### RNA extraction, labelling and hybridizations

Three out of the four biological replicates performed, consisting in a pool of 40 animals, were used for total RNA extraction. The 4^th^ replicate was only used for RNA extraction in the case of low-quality RNA. RNA was extracted using SV Total RNA Isolation System (Promega) according to the manufacturer’s protocol. RNA yield and purity were assessed spectrophotometrically using a NanoDrop instrument (ND-1000 Spectrophotometer), and its integrity was evaluated by denaturing formaldehyde agarose gel electrophoresis. A single-colour design was used. All the steps follow the Agilent kits manufacturers’ protocols, as previously described (e.g., in (Gomes et al. 2017, 2019, 2022, 2023). In brief, 500 ng of total RNA was amplified and labelled with Agilent Low Input Quick Amp Labelling Kit (Agilent Technologies, Palo Alto, CA, USA). Positive controls were added with the Agilent one-colour RNA Spike-In Kit (Agilent Technologies, Palo Alto, CA, USA). Purification of the amplified and labelled cRNA was performed with the RNeasy columns (Qiagen, Valencia, CA, USA). The cRNA samples were hybridized on the Custom Gene Expression Agilent Microarrays for this species (4 × 44k format (Gomes et al. 2017). Hybridizations were performed using the Agilent Gene Expression Hybridization Kit (Agilent Technologies, Palo Alto, CA, USA), and each biological replicate was individually hybridized on one array. The arrays were hybridized at 65 °C with a rotation of 10 rpm during 17 h. Following this, the microarrays were washed using Agilent Gene Expression Wash Buffer Kit (Agilent Technologies, Palo Alto, CA, USA) and scanned with the Agilent DNA microarray scanner G2505B (Agilent Technologies).

#### Acquisition and microarray data analysis

All procedures were performed in accordance with the manufacturers’ protocols and the data analysis pipeline, as previously described (e.g., in (Gomes et al. 2017, 2019, 2022, 2023). In brief, fluorescence intensity data was obtained with Agilent Feature Extraction Software v. 10.7.3.1 (Agilent Technologies). Quality control was done by inspecting the reports on the Agilent Spike-in control probes. Background correction was provided by Agilent Feature Extraction software v. 10.7.3.1, using the recommended protocol GE1_107_Sep09. To ensure an optimal comparison between the different normalization methods, only gene probes with good signal quality (flag IsPosAndSignif = True) in all samples were employed in the analyses. Analyses were performed with R (R 2015) v. 3.2.0, using the R packages plotrix and RColorBrewer and with Bioconductor (Huber et al. 2015) v. 3.3 packages genefilter and limma (Ritchie et al. 2015) v. 3.28.20. The data was normalized using the standard vector condition-decomposition method described in Roca et al. (2017). Differential expression between control and treated samples was assessed using linear models (limma) and Benjamini–Hoch- berg’s (BH) method to correct for multiple testing (Benjamini and Hochberg 1995) (adjusted *p* < 0.05 was considered significant). The Minimum Information About a Microarray Experiment (MIAME) compliant data from this experiment was submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) website (platform: GPL20310; series: GSE: GSE284246). The DEGs for each treatment were analyzed separately for GO (Gene Ontology) term enrichment analysis (Fisher’s exact test, *p* < 0.05) (Alexa et al. 2006) using the OmicsBox software (BioBam^®^, Bioinformatics Solutions). GO terms from the category biological processes were selected, as these relate to “biological functions”. The GO terms that were associated with only one transcript were removed from the significant GO term list. OmicsBox software was also used to produce the Veen diagram. Cluster analysis on differentially expressed genes (DEGs) was performed using MultiExperiment Viewer (MeV, TIGR) using Pearson’s uncentered correlation with average linkage. Principal Component Analysis (PCA) of samples was also performed using MultiExperiment Viewer (MeV, TIGR), based on the DEGs in at least one test condition and using the “Mean” centering mode. Annotation of microarray gene probes to the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al. 2016) was performed with the KEGG Automatic Annotation Server (KAAS) v. 2.1, (Moriya et al. 2007) using the representative set for eukaryotic species. Pathway expression analysis was done using Pathview Web, with pathway selection set to “auto” (Luo and Brouwer 2013). 

Following the Pathview methodology, the analysis took into account the expression ratios (treated versus control) of all the genes with annotation to KEGG orthologs.

## Results

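Gene expression of Enchytraeus crypticus, a small soil oligochaete, was read from 18 single-colour microarrays in 6 groups of 3: un-spiked soil, 100 and 500 mg Cu/kg of NUCOP–M®, each after 2 and after 21 days. The paper states that every array carried the RNA of 1 biological replicate, a pool of adult animals taken from the soil. The authors scanned the arrays and obtained 1 background-corrected intensity per spot with Agilent Feature Extraction v. 10.7.3.1. These intensities are the values used here, on a log2 scale. The array design holds 43750 gene probes, each for a different transcript sequence, beside 1417 control spots that were left out. Of the gene probes, 11093 had a positive and significant signal on all 18 arrays. These were tested. The arrays of the 2 day control had a positive and significant signal on 19061 to 26027 gene probes (median 23841). The arrays of 100 and 500 mg Cu/kg after 2 days had one on 21407 to 26581 (22684) and on 21274 to 24467 (24433). After 21 days the ranges were 22707 to 27992 in the control (25665), 25606 to 29969 at 100 mg Cu/kg (27879) and 20521 to 28211 at 500 mg Cu/kg (26015). The arrays lay on 10 slides and were scanned on 3 days. The 75th percentile of the signal had a median of 43.2 intensity units over the 12 arrays of the first day, 9.51 over the 5 arrays of the last and 21.5 on the array of the day between. Each group but the control of 21 days had 1 array from the last day, and no slide held both a control and an exposed array of 21 days. Array pairs of the same group correlated with r from 0.964 to 0.990 in the 21 day control, and from 0.831 to 0.911 at 500 mg Cu/kg after 2 days, where the 3 arrays came from 3 scan days. The arrays were brought to a common level by standard-vector condition-decomposition, as in the methods of the study. The groups were compared with limma in 1 fit over all arrays. The precision of every comparison is limited by 3 arrays per group. Genes carry the names given in Table S1, which pairs a transcript with its best match in other species. Transcripts listed there without a match, and those not listed there, carry their sequence name.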

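After 21 days at 500 mg Cu/kg, 37 transcripts differed from the control, 26 with higher and 11 with lower expression. These were the only DEGs of the 4 treatments. SYNC, the asparagine–tRNA ligase that charges tRNA for protein synthesis, rose from a normalized log2 signal of 10.04 ± 0.05 to 12.07 ± 0.25 (SD, n = 3; 4.10-fold, SE of the log2 fold change 0.31, limma adjusted p = 0.00830). B3GN3, a transferase that extends sugar chains on glycoproteins, rose from 5.51 ± 0.15 to 8.29 ± 0.71 (6.86-fold, adjusted p = 0.00742). The proton channel OTOP rose from 5.87 ± 0.39 to 8.33 ± 0.10 (5.51-fold, adjusted p = 0.0472). Transcripts of 2 proteins that sense foreign RNA in other animals fell. ZNFX1 went from 10.30 ± 0.12 to 7.62 ± 0.24 (log2 fold change −2.68, SE 0.33, adjusted p = 0.00123), and the RIG-I helicase DDX58 from 8.32 ± 0.13 to 6.85 ± 0.18 (−1.47, SE 0.27, adjusted p = 0.0260). GOR, a putative exonuclease, fell from 9.63 ± 0.51 to 6.68 ± 0.40 (−2.95, SE 0.45, adjusted p = 0.00830). The largest changes called belonged to transcripts without a name in Table S1. The transcript contig17562 rose 253-fold (log2 fold change 7.98, SE 0.91, adjusted p = 0.00103) and GYUW2K402I0YDN 28.1-fold (4.81, SE 0.57, adjusted p = 0.00123). The transcript contig14950 fell by 5.60 (adjusted p = 0.0156) and contig25717 by 5.05 (adjusted p = 0.0146). Of the 37 DEGs, 29 carry no name here. Among these, 4 are not listed in Table S1, the only source of names, so their match is not known. The others are listed there without a match. The median change was 5.46-fold among those that rose and −2.95 on the log2 scale among those that fell. In all 37 the 3 exposed pools lay outside the range of the 3 control pools. ZNFX1 and B3GN3 passed the same test in 26 of 28 alternative settings, SYNC in 24, GOR in 22, OTOP in 16 and DDX58 in 15, with the direction kept in all of them. Among the 60 transcripts listed by the study for this treatment, 43 were tested here. All 43 changed in the same direction, and 33 were called in both. As both rest on the same arrays, the study's log2 fold changes for these 43 differed from those here by 1 constant (−0.129). The shared direction was therefore fixed beforehand. With scan day as a block in the fit 138 transcripts were called (81 higher, 57 lower), and with the arrays of the first scan day alone 877. Both settings were chosen after the data were examined and both included all 37. The number depended on each of the 6 arrays compared. It was 9, 12 and 15 without replicates 1, 2 and 3 of the control, and 16, 10 and 17 without replicates 1, 2 and 3 of the exposed group. Arrays of the other groups, which add to the estimate of the spread, moved it to between 32 and 57, the highest without replicate 1 of the 2 day control. Scaling moved the median of all tested probes from 0.10 to 0.24 with the 75th percentile (9 higher, 7 lower) and to −0.03 with normexp background correction (23 higher, 34 lower).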

Among the 29,009 probes that passed the quality criteria, a total of 64 transcripts were found differentially expressed (adjusted *p* < 0.05) in at least one test condition. 

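At the other 3 treatments single transcripts moved far, yet none was called. Of the transcripts tested, contig17562 had the largest rise at 500 mg Cu/kg after 21 days and also the largest difference at 100 mg Cu/kg after 21 days. It was at 10.77 ± 0.82 against 5.03 ± 1.53 in the control (n = 3 pools; log2 fold change 5.74, 53.3-fold). Its limma adjusted p of 0.124 was the smallest of that comparison. At 500 mg Cu/kg after 2 days the smallest adjusted p, 0.284, belonged to contig13259, a transcript chosen after its values were seen. It was at 9.34 ± 0.24 against 6.82 ± 0.74 (log2 fold change 2.51). AB22G, an ABC transporter of the family that exports lipids and foreign compounds, was 2.12 higher in the same comparison and 0.90 higher at 100 mg Cu/kg after 2 days, without a call in either. At 100 mg Cu/kg after 2 days no adjusted p lay under 0.9997, and SYNC (−0.23), GRP75 (−0.23), GOR (−0.35) and OTOP (−0.11) stayed near the control. limma called 0 transcripts at 100 mg Cu/kg after 2 days, 0 at 500 mg Cu/kg after 2 days and 0 at 100 mg Cu/kg after 21 days, where 1.09%, 2.38% and 0.631% of the tested transcripts had an unadjusted p under 0.05, against 8.34% (925 transcripts) at 500 mg Cu/kg after 21 days. The share of tested transcripts whose 3 exposed pools all lay outside the control range was 2.9% and 4.6% for 100 and 500 mg Cu/kg after 2 days, and 15.1% and 34.0% after 21 days, where exchangeable groups of 3 give 10%. In simulated arrays with 200 changed transcripts, changes of 4-fold were called in 49.3%, 58.2%, 38.8% and 34.3% of cases (100 and 500 mg Cu/kg after 2 days, then after 21 days). Changes of 2-fold were called in 0 to 10.4%, so most would have passed unseen at that spread. All groups were simulated with 1 spread per transcript, pooled over all arrays, and without scan days. These shares therefore do not rank the comparisons. The real residual SD was 0.599 to 0.695 in the groups of 2 days and 0.232 to 0.448 in those of 21 days. With the arrays of the first scan day alone, chosen after the data were examined, limma called 387, 448 and 3 transcripts in the 3 comparisons without calls, where the 448 at 500 mg Cu/kg after 2 days rest on 1 exposed array.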

The vast majority of the differentially expressed genes (DEGs) was found for 500 mg/kg at 21 days of exposure, with no DEGs being found for 100 mg/kg at 2 days of exposure (Fig. 1).

**Fig. 1:**
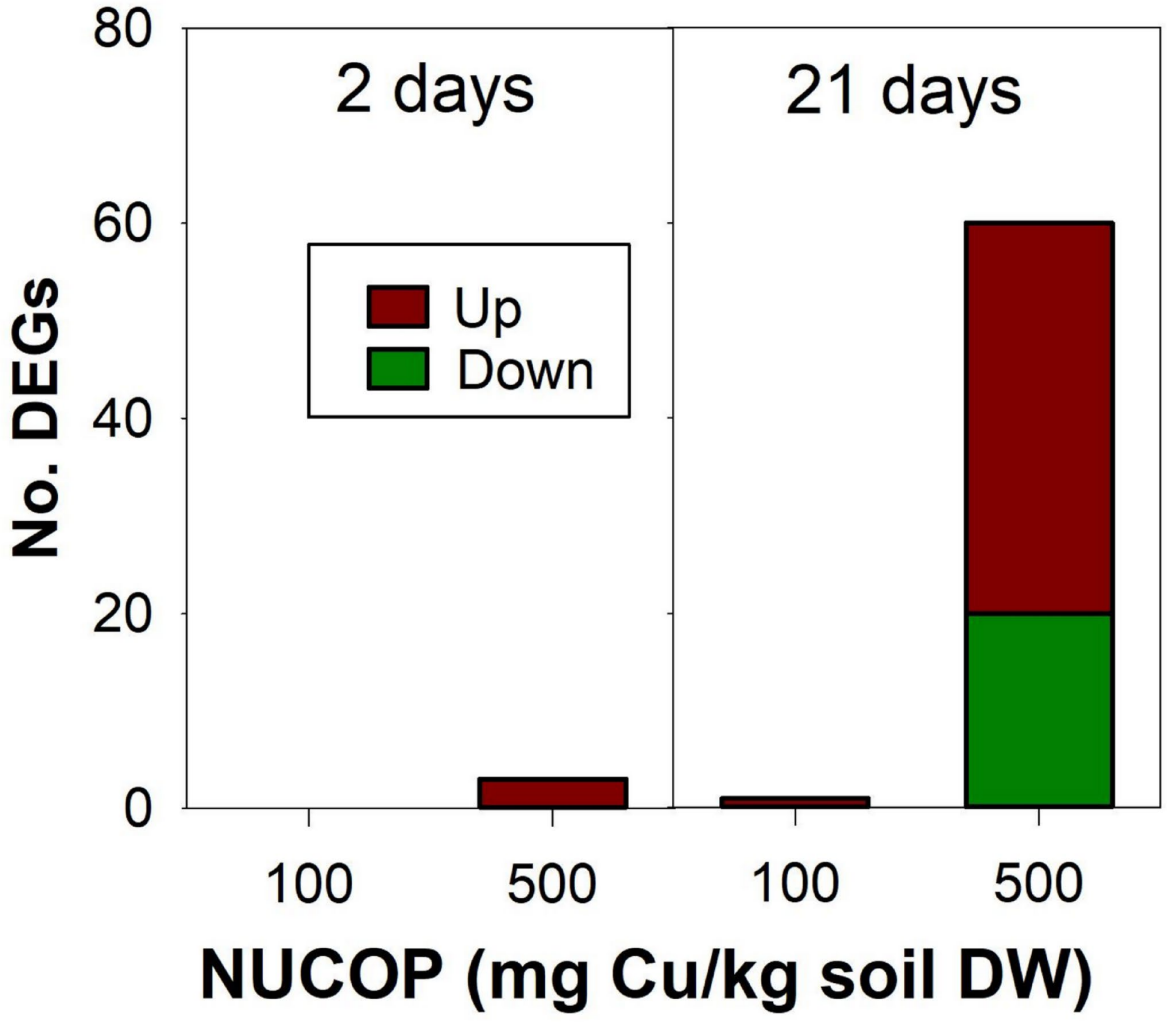
Results on the number of differentially expressed genes (DEGs) (adjusted *p* < 0.05) in *Enchytraeus crypticus* after exposure to NUCOP-M^®^ in LUFA 2.2 soil for 2 and 21 days. Up: up-regulated, and Down: down-regulated in comparison to the respective control

The list of all the DEGs can be consulted in Table S1 (Supporting Information). 

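All DEGs came from 500 mg Cu/kg after 21 days, so no transcript was called in 2 treatments. In the other comparisons with a control 0 of the 37 were called, and with 0 calls on one side the overlap of independent lists is also 0. The changes themselves were shared in part between the doses. GRP75, a mitochondrial chaperone, was 1.04 higher than the control at 100 mg Cu/kg after 21 days (5.81 ± 0.09 against 4.77 ± 0.49, n = 3). B3GN3 was 1.13 higher, SYNC 1.33 higher, and ZNFX1 was lower (−0.99), all without a call. Of the 37 transcripts, 36 lay on the same side of the control at 100 mg Cu/kg after 21 days. An unadjusted limma p under 0.05 was found for 19 of them there, against 8 at 500 mg Cu/kg and 0 at 100 mg Cu/kg after 2 days. Both doses were compared with the same 3 control pools, which alone places transcripts called at one dose on the same side at the other. Among groups simulated without an effect of either dose, 96.5% of the called transcripts (91.9 to 100) lay on the same side, against 97.3% here. Over all tested transcripts the share on the same side was 79.6% against 66.7% in the simulation (65.7 to 67.7), and the correlation of the 2 doses was 0.749 against 0.50. The simulation covers the shared controls only. It drew them with a spread pooled over all arrays, while the 21 day control varied less (residual SD 0.232) than the exposed groups of 21 days (0.448 and 0.42). It can therefore overstate their effect. Each exposed group of 21 days also had 1 array of the last scan day and the control none, which can raise the observed values as well. With the arrays of the first scan day alone, a choice made after the data were examined, 500 mg Cu/kg after 2 days has 1 array. Calls shared between treatments therefore cannot be judged in that setting.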

There are no commonly affected genes, hence, no Venn diagram is presented.

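The 37 transcripts called at 500 mg Cu/kg after 21 days had small median changes after 2 days. They were chosen for their change after 21 days, and that choice by itself favours smaller changes after 2 days. Single ones moved further, such as contig14950 (−1.93 at 100 mg Cu/kg) and contig04064 (1.10 at 500 mg Cu/kg). At 500 mg Cu/kg 26 and at 100 mg Cu/kg 20 of them lay on the same side of the control as after 21 days. Those that rose at 21 days had a median log2 fold change of 0.37 at 500 mg Cu/kg and −0.10 at 100 mg Cu/kg after 2 days. Those that fell had 0.05 and −0.35. SYNC stood 2.04 above its control after 21 days at 500 mg Cu/kg (SE 0.31) and −0.02 from it after 2 days. GOR changed by −2.95 and 0.27, and ZNFX1 by −2.68 and 0.42. DDX58 changed by −1.47 after 21 days and by 0.05 after 2 days, and OTOP by 2.46 and −0.72 (SE 0.50; n = 3 pools per group in each case). Clustering of the 4 treatments on these log2 fold changes (Pearson uncentred, average linkage, no test) joined the 2 treatments of each time before the times. The 2 treatments of a time share their 3 control arrays, which alone makes their changes alike. In groups of 21 days simulated without an effect of either dose, the correlation over all tested transcripts was 0.50. The grouping by time therefore does not by itself show a response. The times joined at a similarity of 8.75%. This value rested on single arrays: it was 51.1% without replicate 1 and −22.9% without replicate 3 of the 2 day control. On the 64 transcripts of Table S1 the study's own values gave 8.74%, while the values here gave −9.67% and no grouping by time. The treatments were not grouped by time either on transcripts with the flag on all arrays of any group or on those well above background. The same held with the 9 arrays of a time in separate fits and with array weights. It also held with slide as a random block and on the arrays of the first scan day alone (−13.7%), both chosen after the data were examined. Leaving out replicate 3 of 100 mg Cu/kg or replicate 3 of 500 mg Cu/kg after 2 days also ended the grouping by time.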

The cluster analysis on genes and samples, done for the DEGs in at least one test condition and depicted in the heat map (Fig. 2A), show a clear separation by exposure time (the two times are separated at a similarity level of ca. 9%). Within each time, the samples (treatments) at 21 days are much more similar (ca. 65% similarity) than those at 2 days (ca. 10% similarity). 

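Over the 37 DEGs the 2 doses had a similarity of 83.8% after 21 days and of 33.7% after 2 days. Groups simulated without an effect of either dose, but against the same controls and with as many transcripts chosen at the higher dose, had a similarity of 88.0% (57.9 to 95.9). The simulation used 1 spread per transcript pooled over all arrays. The 21 day control varied less (residual SD 0.232) than the exposed groups of 21 days (0.448 and 0.42). Simulated values can therefore overstate the effect of shared controls, and they cannot decide on a response to the lower dose. AB22G changed by 2.67 at 500 mg Cu/kg and 0.84 at 100 mg Cu/kg after 21 days (SE 0.59, n = 3 pools per group), against 2.12 and 0.90 after 2 days. It was not called in any treatment. Supervillin (SVIL), which ties membranes to the actin skeleton, lay 2.83 and 1.17 above the control after 21 days, also without a call, and −0.06 from it at 500 mg Cu/kg after 2 days. DDX58 lay 0.05 above its control at 500 and −0.50 from it at 100 mg Cu/kg after 2 days, and −1.47 and −0.65 after 21 days. Over all tested transcripts the similarity was 74.9% after 21 days and 14.9% after 2 days, and the study's own values for the 64 transcripts gave 70.1% and 15.4%. The similarity after 2 days rested on single arrays. It was 78.1% without replicate 1 of the 2 day control, 18.1% without replicate 3 of 100 mg Cu/kg after 2 days, and 18.9% without replicate 1 of 500 mg Cu/kg after 2 days. Among the arrays of 21 days it was 56.0% without replicate 1 of the 21 day control and 51.6% without replicate 1 of 500 mg Cu/kg after 21 days. It was 21.2% with scan day as a block and −15.4% on the arrays of the first scan day alone, both chosen after the data were examined, and the last of these rests on 1 array of 500 mg Cu/kg after 2 days. The similarity after 21 days was 84.6% and 89.4% there.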

Further, at 21 days there is a dose-dependent increase in the level of expression, i.e. more intense colours (red or green, indicating higher or lower expression) at 500 in comparison to 100 mg/kg. 

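Each of the 37 transcripts called at 500 mg Cu/kg after 21 days lay closer to the control at 100 mg Cu/kg. Those that rose at the higher dose had a median log2 fold change of 2.45 there and 1.01 at the lower dose. Those that fell had −2.95 and −0.75. AIFM2, the ferroptosis suppressor, was 2.05 higher at 500 than at 100 mg Cu/kg (limma adjusted p = 0.0909) and B3GN3 1.65 higher (adjusted p = 0.509; n = 3 pools per dose). GOR differed by −1.79 (adjusted p = 0.552) and ZNFX1 by −1.69 (adjusted p = 0.101). None of the 4 was called between the doses. A transcript without a match, contig04064, was the only one called. It rose to 10.15 ± 0.26 at 500 mg Cu/kg from 6.54 ± 0.71 at 100 mg Cu/kg (12.2-fold, SE of the log2 fold change 0.39, adjusted p = 0.00119). At the lower dose it stood 0.12 from the control of 6.42 ± 0.03. The slope of the changes at 100 on those at 500 mg Cu/kg was 0.382. Transcripts selected at 500 mg Cu/kg are bound to look smaller at the other dose. Groups simulated without an effect of either dose but with the same controls gave a slope of 0.491 (0.293 to 0.630). Their spread was pooled over all arrays, which can overstate the effect of the less variable 21 day control. All 37 kept the sign of their change in the direct comparison of the doses, 34 of them with an unadjusted limma p under 0.05. The exposed arrays on which the 37 were chosen enter this comparison too, so the choice favours both counts. In that comparison 1 transcript of all those tested was called and 314 had an unadjusted p under 0.05. The transcripts that the study lists as up- or down-regulated were chosen on these same arrays and are not independent of them. The choice was made against the same 3 control pools that enter the comparison at 100 mg Cu/kg. Their sides, calls and camera p-values there do not test a response to the lower dose, in any setting. All 29 tested ones of the up-regulated list were higher at 100 mg Cu/kg (median 0.99, 13 of them called when adjusted over the list alone, camera with estimated correlation p = 0.000487). All 14 tested ones of the down-regulated list were lower (median −0.70, 1 of them called over the list alone; camera with estimated correlation p = 2.6e-05). With scan day as a block, or with the arrays of the first scan day alone, both added after the data were examined, the medians at 100 mg Cu/kg were 0.81 and 0.90 for the first list and −0.58 and −0.70 for the other. Between the doses 13 and 4 transcripts were called there.

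**Figure D1:**
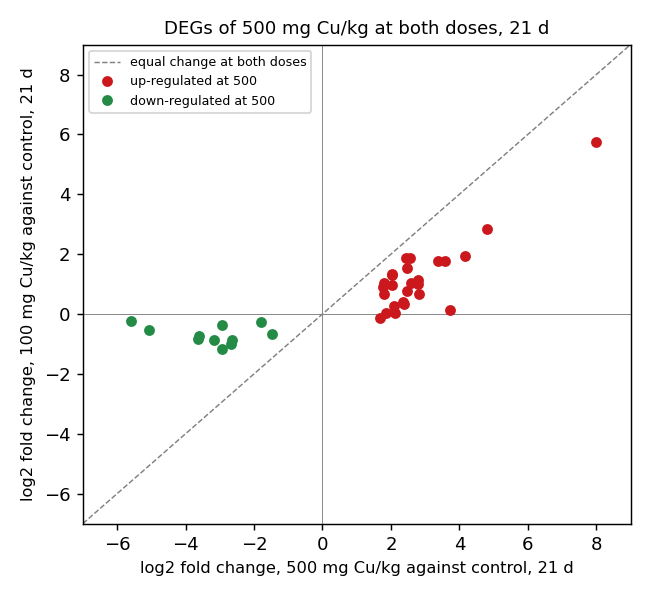
Log2 fold change against the control after 21 days at 100 mg Cu/kg (vertical axis) and at 500 mg Cu/kg (horizontal axis) for the 37 transcripts called at 500 mg Cu/kg, 1 point per transcript (difference of 3 pools and 3 control pools). The dashed line marks an equal change at both doses.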

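The first component of the 4 treatments, drawn from the log2 fold changes of the 37 DEGs, was carried by 500 mg Cu/kg after 21 days. Its score was 12.1 there, 0.885 at 100 mg Cu/kg after 21 days, −5.97 at 500 and −7.03 at 100 mg Cu/kg after 2 days. It explained 85.9% of the variance, with 10.5% on the second. The 37 were all chosen for a change at 500 mg Cu/kg after 21 days. That choice alone favours a component carried by this treatment. Transcripts with large changes after 21 days and small ones after 2 days, which the same choice favours, drew the treatments apart. For example, contig17562 changed by 7.98 after 21 days and −1.17 after 2 days at 500 mg Cu/kg (SE 0.91, n = 3 pools), contig14950 by −5.60 and −0.92 (SE 0.97), and contig25717 by −5.05 and −0.50 (SE 0.86). On the study's own values for 64 transcripts the first component explained 75.6%. With array weights it explained 48.4%. Among the 18 arrays themselves, over all tested transcripts, the first component held 36.8% of the variance, and 80.2% of it lay between scan days, 43.8% between the 6 groups and 33.8% between the times. Arrays of the same group lay at a mean distance of 107.1 and arrays of different groups at 121.7 (exact permutation test over all partitions into 6 groups of 3, p = 0.0279). Within the 12 arrays of the first scan day, a choice made after the data were examined, the distances were 57.6 and 98.8 (permutation p = 1.0e-04). The exact p was 0.113, 0.127 and 0.117 without replicates 1, 2 and 3 of the 21 day control, and 0.0605 and 0.0645 without replicates 1 and 2 of 500 mg Cu/kg after 21 days. It was 0.0702 with the transcripts flagged on all arrays of any group and 0.120 without a filter.

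**Figure D2:**
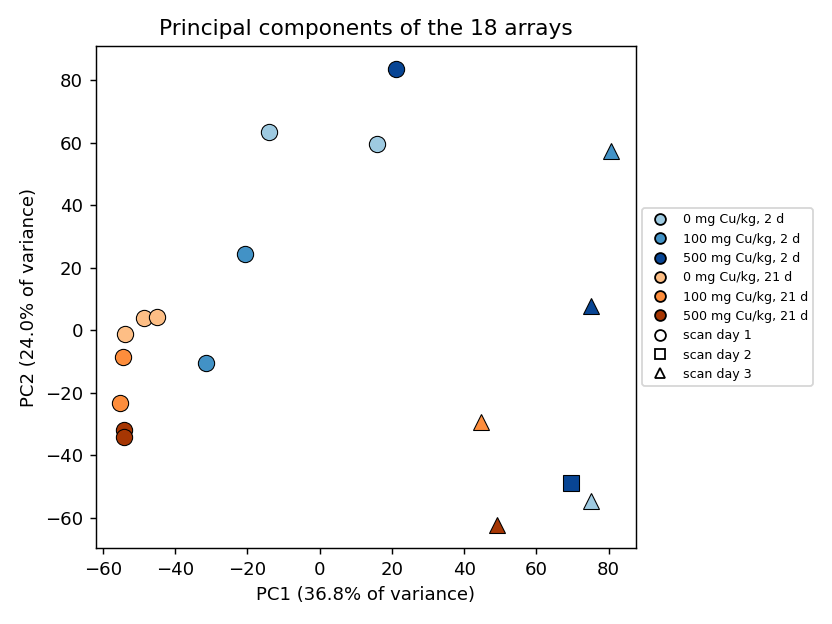
First and second principal components (scores, no unit) of the 18 arrays over 11093 transcripts, with the share of variance on each axis. Colours give the 6 groups of 3 pools and marker shapes the 3 scan days.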

The separation of samples by exposure period is also visible in the PCA (Fig. 2B) across de x-axis, which explains 75.626% of data variance. However, in the PCA representation the treatments are closer at 2 days than at 21 days.

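The 2 doses lay 4.61 apart after 2 days and 12.9 apart after 21 days, as Euclidean distances over the log2 fold changes of the 37 DEGs. As these were all chosen for a change at 500 mg Cu/kg after 21 days, a larger distance after 21 days was to be found by that choice alone. The order turned with array weights (76.4 after 2 and 49.7 after 21 days) and on the arrays of the first scan day alone (71.5 and 33.4), a setting chosen after the data were examined in which 500 mg Cu/kg after 2 days has 1 array. GRP75 differed between 500 and 100 mg Cu/kg by −0.56 after 2 days and 0.77 after 21 days, STK25 by −0.13 and −1.04, and OTOP by −0.61 and 1.69, all without a call (n = 3 pools per dose). The largest differences after 21 days were those of contig14950 (−5.35, limma adjusted p = 0.0937) and contig25717 (−4.52, adjusted p = 0.0974). After 2 days a single transcript separated the doses, contig13259, which is not listed in Table S1 and so has no name here. It rose to 9.34 ± 0.24 at 500 mg Cu/kg against 6.35 ± 0.92 at 100 mg Cu/kg (7.93-fold, SE of the log2 fold change 0.43, adjusted p = 0.0387). After 21 days the doses differed by 0.21. In that comparison 1 transcript was called and 477 had an unadjusted limma p under 0.05. The call did not hold without replicate 1 or 3 of 100 mg Cu/kg (0 calls each) or without replicate 1, 2 or 3 of 500 mg Cu/kg (0 calls each). With scan day as a block 5 were called, and on the first scan day alone 2825.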

**Fig. 2:**
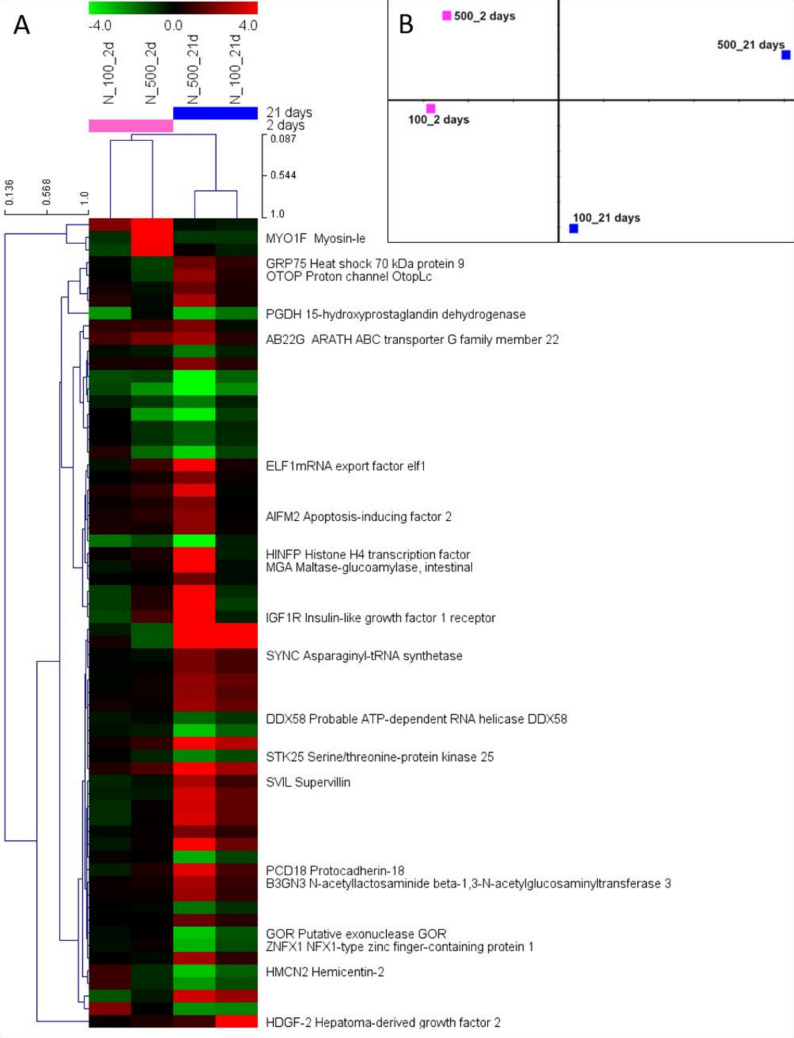
Result representation of all the differentially expressed genes (DEGs) (adjusted *p* < 0.05) in at least 1 test condition in *Enchytraeus crypticus* exposed to NUCOP–M^®^ at 100 and 500 mg Cu/kg, in LUFA 2.2 soil, for 2 and 21 days. (A) heat map of DEGs (log2 fold-change) and samples, hierarchically clustered using the Pearson uncentered correlation and average linkage, with the genes’ annotation included, and (B) principal component analysis (PCA) of samples [the first two components presented explain 92.803% of the data variance (PC1-x axis = 75.626%, PC2-y axis = 17.117%)]

No significant GO terms were found based on the criteria of enrichment analysis, thus, results will be discussed based on the DEGs. The pathway expression analysis was done for the two exposure periods separately due to the distinct gene expression patterns between days 2 and 21. No significant differentially expressed KEGG pathways (q-value < 0.2) were found. At day 21, the pathways ko04152 AMPK signalling pathway and ko00510 N-Glycan biosynthesis were the closest to being significantly affected (Fig. 3 and Fig. S1) (q-value = 0.2661).

**Fig. 3:**
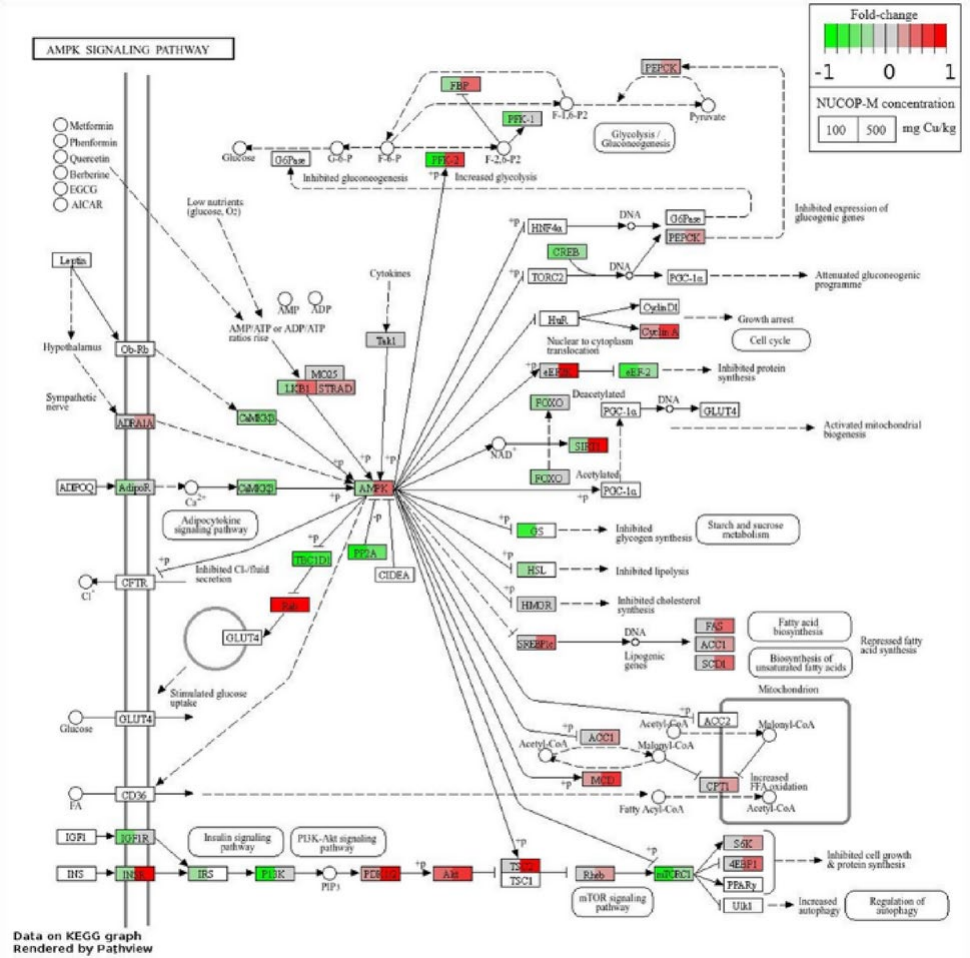
Fold-change (treatments versus control) of genes representing components of the “AMPK signalling pathway” KEGG pathway ko04152 as an example of pathways that are affected by exposure to NUCOP–M^®^ at 100 and 500 mg Cu/kg, for 21 days in *Enchytraeus crypticus*. Green and red indicate down- and up-regulation, respectively. Details in this pathway can be retrieved from the following website: https://www.genome.jp/kegg-bin/show_pathway?ko04152 (for interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article)

## Discussion

NUCOP–M^®^ induced gene expression profiling is time and dose dependent, whereas minimal changes were triggered after 2 days, the higher concentration (500 mg/kg, ca. EC_50_ for total organisms_56 days) triggered an underlying high transcription. 

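The change with time was tested directly, as the response at 21 days minus the response at 2 days. At 500 mg Cu/kg 4 transcripts passed. For GRP75, the mitochondrial chaperone, the response grew by 2.61 (SE 0.42, limma adjusted p = 0.0431). At 500 mg Cu/kg its signal was 6.65 ± 0.35 after 2 days and 6.58 ± 0.01 after 21 days (n = 3). In the control it went from 7.45 ± 0.29 to 4.77 ± 0.49. For ZNFX1, an RNA sensor, the response differed by −3.103 (SE 0.47, adjusted p = 0.0360). Exposed animals again had similar levels, 8.12 ± 0.22 and 7.62 ± 0.24, and the control rose from 7.70 ± 0.61 to 10.30 ± 0.12. The 2 others have no match in other species: contig17562 with a difference of 9.15 (SE 1.28, adjusted p = 0.0297) and contig10285 with −2.92 (SE 0.46, adjusted p = 0.0401). SYNC (2.06, adjusted p = 0.351), OTOP (3.18, adjusted p = 0.405), GOR (−3.21, adjusted p = 0.304) and AIFM2 (1.505, adjusted p = 0.9997) did not pass. All 37 transcripts called at 500 mg Cu/kg after 21 days had an interaction of the same sign as their change. Of them 34 had an unadjusted limma p under 0.05, among 403 such transcripts in all. The interaction contains the comparison on which the 37 were chosen. That choice largely fixed both counts, so they do not test a dependence on time. At 100 mg Cu/kg limma called 0 interactions, with 111 unadjusted p under 0.05; GRP75 had 1.27 (adjusted p = 0.994) and contig17562 6.33 (adjusted p = 0.585). The paper concludes that the expression profile depends on time and dose, and proposes a delayed effect of the nanoparticles or a later release of Cu ions as the reason for the small response after 2 days. Of 100 regroupings of these arrays 7 gave 4 interactions or more, so chance cannot be excluded as their source. The 4 interactions fell to 1 without replicate 1 of the 2 day control, replicate 2 of the 21 day control or replicate 3 of 500 mg Cu/kg after 21 days, and to 0 without any of the other arrays compared. A block for scan day gave 33 interactions at 500 mg Cu/kg, a setting added after the data were examined.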

Several microarray studies have shown that gene expression is both highly time dependent and toxicant specific. For example, for *E. crypticus* exposed to nickel nanomaterial (Ni NM) there was a time and dose-dependent increase in the number of DEGs, from 3 to 7 days of exposure (Gomes et al. 2019). A previous study with *E. crypticus* exposed to Cu based materials showed a higher transcriptional response at 3 days (e.g. DEGs = 1109 for CuNPs) in comparison to 7 days (e.g. DEGs = 13 for CuNPs) for Cu NMs of different shapes (spheres and wires) (Gomes et al. 2018). Hence, we expected to capture a higher transcriptional response for NUCOP–M^®^ than what we actually did after 2 days exposure. It is unknown what is the exact reason for this difference, but CuNO_3_ also caused no DEG after 3-days of exposure (Gomes et al. 2018). The low response to NUCOP–M^®^ at 2 days could be due to an internal delayed NP effect or, perhaps, a reduced initial Cu exposure to NUCOP–M^®^. NUCOP-M^®^ is known to be designed to increase the release of Cu ions over time (https://agrototal.pt/produto/nucop-m-35-hibio/). We designed our study with the selection of 2 and 21 days of exposure to cover not only the early mechanisms of response to NUCOP–M^®^, but also responses that could be related to long(er)-term effects. Previous results indicate that Cu ions release would probably take more than 13 days to occur, at least up to a degree to induce toxicity at organism level (Chidiamassamba et al. 2024). Hence, although low, the gene expression profile of short-term exposure (2 days) should reflect the NUCOP-M^®^ (nano)formulation rather than Cu ions, which must be released later in time, probably the cause for the observed DEGs number at day 21. This discriminating gene expression profile of different toxicants/chemicals represents one of the major assets of toxicogenomic approaches (Hamadeh et al. 2002).

Moving towards specific observations, if we consider the most up-regulated genes, the unconventional class I myosin 1f (human MYO1F, homologous to) was uniquely affected at day 2. 

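MYO1F, a myosin that links membranes to actin, was read on 2 of the 3 pools of 500 mg Cu/kg after 2 days, at normalized log2 signals of 6.56 and 6.17. The remaining pool gave 1.73 and had no positive and significant signal. The 3 control pools gave 2.66, 2.76 and 1.09, and none of them was well above background. The level in exposed animals was at least 1.81-fold higher as a mean (4.82 ± 2.68 against 2.17 ± 0.94, SD, n = 3). At 100 mg Cu/kg after 2 days the mean was 1.37 ± 1.03, at least 2.47-fold lower than at 500 mg Cu/kg. After 21 days MYO1F was at 1.05 ± 1.27 at 500 mg Cu/kg and 0.91 ± 1.09 in the control, which is background. Its transcript had a positive and significant signal on 6 of 18 arrays and was therefore not among the tested probes. With all gene probes tested the log2 fold change was 2.65 (limma adjusted p = 0.919), and 3.45 against 100 mg Cu/kg (adjusted p = 0.533). With a signal in 2 of 3 exposed pools the SD within the group was as large as the difference from the control.

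**Figure D3:**
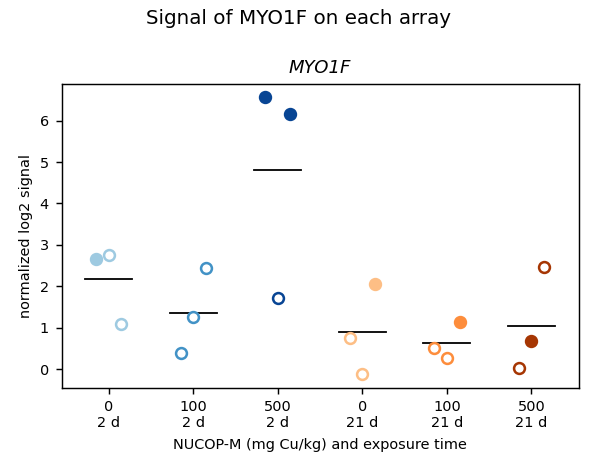
Normalized log2 signal of MYO1F on each of the 18 arrays (vertical axis) by group (control, 100 and 500 mg Cu/kg after 2 and 21 days). Points are pools, open markers are spots without a positive and significant signal, and lines are group means of 3 pools.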

Unconventional myosins are essential in many biological processes, such as intracellular trafficking, mechanical support and force sensing, and have also been identified in *Caenorhabditis elegans* (although not specifically the corresponding to human ortholog MYO1F) (Johnson et al. 2022). Most of the studies on MYO1F are related to its functions on immune response (e.g. (Navinés-Ferrer et al. 2019; Martínez-Vargas et al. 2023). However, its role includes internalization and transport. For instance, primary macrophages lacking both myosin 1e and myosin 1f compromise the organization of individual adhesions, leading to excessive actin polymerization, slower adhesion turnover and deficient phagocytic internalization (Barger et al. 2019). Thus, it is possible that in *E. crypticus* MYO1F is involved in NUCOP–M^®^ particles internalization and/or transport inside the cells.

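HMCN2 and STK25 were lower in every pool of 500 mg Cu/kg after 21 days than in every control pool. For HMCN2, a protein of the extracellular matrix, the signal was 1.97 ± 0.68 against 4.67 ± 0.38 in the control (SD, n = 3), and 3.35 ± 0.56 at 100 mg Cu/kg. None of its 3 exposed spots at 500 mg Cu/kg was well above background and 1 lacked a positive and significant signal, so the level was at least 2.95-fold lower than in the control. STK25, an oxidant stress-activated kinase, was at 4.89 ± 0.04 against 6.91 ± 0.30 (log2 fold change −2.02, 4.06-fold lower, SE 0.44), with 5.93 ± 0.34 at 100 mg Cu/kg. After 2 days it lay −0.34 from the control at 500 and −0.20 at 100 mg Cu/kg. PGDH, which breaks down prostaglandins, was also lower, from 3.51 ± 0.41 to 1.24 ± 1.06, at least 1.37-fold. STK25 did not pass the limma test (adjusted p = 0.0723). With scan day as a block the change was −1.94 (adjusted p = 0.0457) and on the arrays of the first scan day −2.04 (adjusted p = 0.0178). Its adjusted p ranged from 7.9e-09 to 0.522 over 27 alternatives. HMCN2 was not among the transcripts flagged on all 18 arrays (15 of 18). Tested among those flagged on all arrays of any group it was called (−2.71, adjusted p = 0.0464), and without a filter it was not (adjusted p = 0.138).

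**Figure D4:**
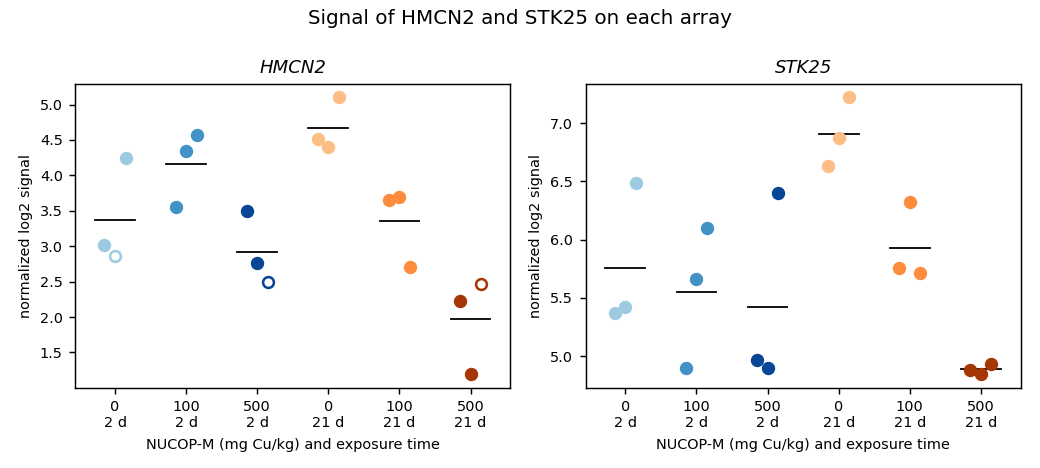
Normalized log2 signal of HMCN2 and STK25 on each of the 18 arrays (vertical axis) by group (control, 100 and 500 mg Cu/kg after 2 and 21 days). Points are pools, open markers are spots without a positive and significant signal, and lines are group means of 3 pools.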

Among the genes down-regulated after 21 days of exposure to 500 mg Cu/Kg NUCOP–M^®^ were hemicentin 2 (HMCN2) and serine/threonine protein kinase 25 (STK25) [or the alternative name: Sterile 20/oxidant stress-response kinase 1 (SLK)]. Hemicentins are constituents of the extracellular matrix (ECM) from which proteins form networks that contain structural and regulatory information that influence cell adhesion, migration, survival, differentiation and polarity. Notably, its discovery in *C. elegans* was associated to defects in chromosome segregation with direct effects on animals’ germline and, thus, on reproduction (Vogel et al. 2006). STK25 is an oxidant stress-activated serine/threonine kinase involved in several cellular processes, including regulation of cell migration, modulation of cell death and energy metabolism (Nerstedt et al. 2012). Several studies show that the inhibition of STK25 (or SLK) by knock down experiments results in delayed cell death, cell cycle arrest and inhibition of cell migration, highlighting its role in several biological processes (reviewed by Al-Zahrani et al. (2013). Among the processes affected by STK25 (or SLK) is also embryo development. It has been shown that mice embryos that were SLK-deficient presented marked developmental defects leading to lethality, and one of the causes was reduced cell proliferation (Al-Zahrani et al. 2014). Considering the literature data, it is possible that the down-regulation of both hemicentin 2 and serine/threonine protein kinase 25 coding genes, occurring in *E. crypticus* exposed to 500 mg Cu/kg NUCOP–M^®^, contributed to the severe effects observed in terms of reproduction (ca. 90% reduction at 28 days, and 50% reduction at 56 days (Chidiamassamba et al. 2024).

The list of genes that were up-regulated by 500 mg Cu/kg NUCOP–M^®^ included those coding for: glucose-regulated protein 75 (GRP75), insulin-like growth factor I (IGF-1) and apoptosis-inducing factor 2 (AIFM2) [also known as ferroptosis suppressor protein 1 (FSP1)]. 

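GRP75, a chaperone of the mitochondrial matrix, rose at 500 mg Cu/kg after 21 days, from 4.77 ± 0.49 in the control to 6.58 ± 0.01 (SD, n = 3 pools; 3.50-fold, SE of the log2 fold change 0.30, limma adjusted p = 0.0127). AIFM2, which keeps membrane lipids from peroxidation, rose from 5.49 ± 0.03 to 7.87 ± 0.70 (5.18-fold, SE 0.36, adjusted p = 0.00830). The transcript that Table S1 pairs with the insulin-like growth factor 1 receptor (IGF1R), which passes the signal of the growth factor into the cell, was read in 1 of the 3 exposed pools (4.96). It gave 0.10 and 2.44 in the 2 others and 0.96, 0.08 and 1.53 in the control, none of these 5 with a positive and significant signal. Its mean was 2.50 ± 2.43 against 0.86 ± 0.73, and with all gene probes tested the log2 fold change was 1.65 (adjusted p = 0.982). A change of IGF1R could not be told from background. At 100 mg Cu/kg GRP75 lay between the control and the higher dose, while AIFM2 lay 0.32 from the control. GRP75 was no longer called without replicate 2 or 3 of the control or without any of the exposed replicates (adjusted p from 0.0375 to 0.0878 over the left-out arrays), with the 75th percentile or normexp scaling, with looser filters or with slide as a block. On the arrays of the first scan day it changed by 1.81 (adjusted p = 0.0108) and AIFM2 by 2.03 (adjusted p = 0.00422), and with scan day as a block by 1.86 and 2.24 (adjusted p = 0.00357 and 0.00142). Over all alternatives the adjusted p ranged from 1.7e-09 to 0.353 for GRP75 and from 1.5e-09 to 0.226 for AIFM2.

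**Figure D5:**
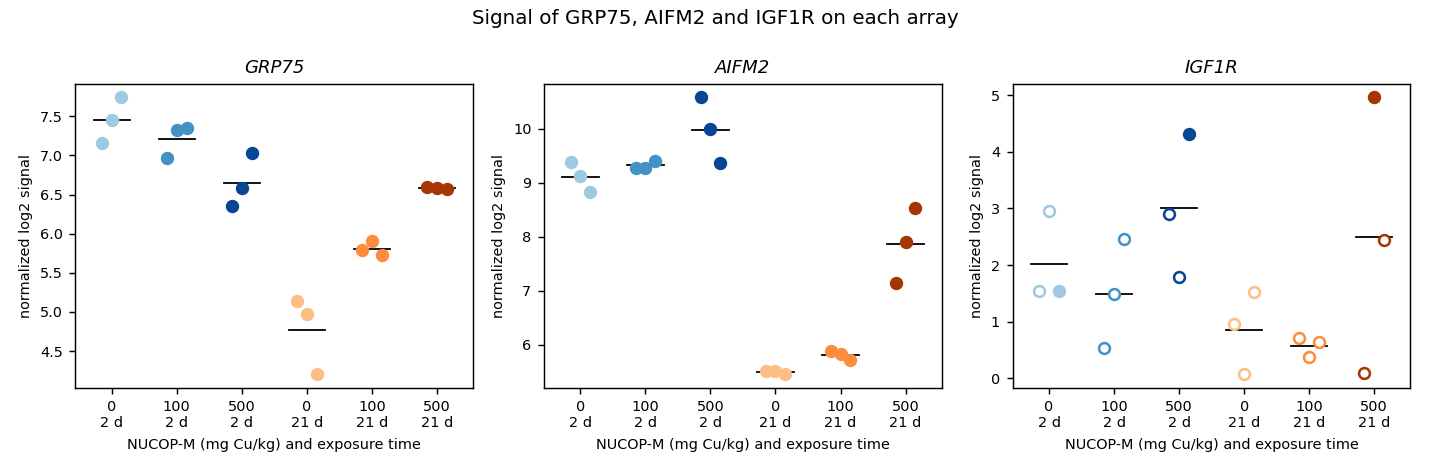
Normalized log2 signal of GRP75, AIFM2 and IGF1R on each of the 18 arrays (vertical axis) by group (control, 100 and 500 mg Cu/kg after 2 and 21 days). Points are pools, open markers are spots without a positive and significant signal, and lines are group means of 3 pools.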

GRP75 is a mitochondrial matrix protein that regulates endoplasmic reticulum (ER)-mitochondrial Ca^2+^ transfer, with major roles on regulating mitochondrial function and redox homeostasis (Honrath et al. 2017). Researchers (Honrath et al. 2017) used immortalized neuronal HT22 cells as model and glutamate as oxidative stress causing agent. They showed that depletion of GRP75 provided protection against oxidative glutamate toxicity, while GRP75 overexpressed cells were more vulnerable to cell death and had increased sensitivity to oxidative stress through an increase in ER–mitochondrial contact formation (Honrath et al. 2017). In vivo and in vitro studies with ducks (Peng et al. 2023) and duck renal tubular epithelial cells (Wang et al. 2022) showed that copper exposure (CuSO_4_) caused mitochondrial dysfunction and ER stress by affecting mitochondria-associated ER membrane (MAM) structure. In both studies, GRP75 mRNA and protein levels were increased (Wang et al. 2022; Peng et al. 2023). Since NUCOP–M^®^ releases Cu ions over time (as also indicated by the producer https://agrototal.pt/produto/nucop-m-35-hibio/), it is likely that either Cu ions and/or the composed NUCOP–M^®^ formulation are inducing mitochondrial stress to *E. crypticus*. To counteract the mitochondrial stress, animals might have responded with the up-regulation of IGF-1, which has been implicated in preserving mitochondrial function (Hao et al. 2011; Ribeiro et al. 2014). However, considering the latter effects at organism level (i.e., reduction in reproduction (Chidiamassamba et al. 2024), the up-regulation of IGF-1 was not enough to prevent further damage and/or other mechanisms are involved. Ferroptosis is an iron-dependent regulated cell death mechanism driven by the induction of oxidative stress and accumulation of lipid peroxidation that can be triggered by copper excess (Aschner et al. 2022; Xue et al. 2023). The liver of chickens exposed to copper (CuSO_4_) was damaged by ferroptosis, and among other ferroptosis-related indicators was the down regulation of FSP1 (Zhong et al. 2024). 

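AIFM2 rose at 500 mg Cu/kg after 21 days against the control of that time, yet its level there, 7.87 ± 0.70 (SD, n = 3), stayed under that of un-exposed animals after 2 days, 9.11 ± 0.28. In the controls AIFM2 fell between the 2 times (log2 fold change −3.62, limma adjusted p = 0.000112), to 5.49 ± 0.03. The time course at 500 mg Cu/kg differed from that of the controls by 1.505 (SE 0.507), without a call over all tested transcripts (limma interaction, adjusted p = 0.9997). The interaction passed over the fixed list of cell death genes, but AIFM2 is its only tested member, so nothing was adjusted. AIFM2 also has its name through the study's call at 500 mg Cu/kg after 21 days, a comparison that the interaction contains. That call rests on the same 21 day control, which favours the fall between the controls too. A difference in time course is thus not shown, and the missing call does not exclude one. After 2 days AIFM2 was at 9.98 ± 0.61 at 500 mg Cu/kg (0.87 above the control) and 9.32 ± 0.08 at 100 mg Cu/kg (0.21 above), without a call. After 21 days at 100 mg Cu/kg it was at 5.81 ± 0.09, also without a call. The call at 500 mg Cu/kg was made in 23 of 28 alternative settings and was lost without replicate 1 of the control, without replicate 2 of the exposed group, with normexp background correction, without a filter and with slide as a block. AIFM2 was the only transcript with a match in Table S1 from the fixed list of cell death genes. No gene of the fixed antioxidant list, such as superoxide dismutase or catalase, has a match there, so oxidative defence beyond it was not analysed here. The period between the controls also separates scan days in part, since the 2 day control had 1 array from the last day.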

The up-regulation of AIFM2 (or FSP1) in enchytraeids exposed to NUCOP–M^®^ indicates the activation of protective mechanisms against reactive oxygen species (ROS), as it inhibits lethal peroxidation and ferroptosis (Hadian 2020).

Taken together, our results indicate that enchytraeids are facing (and responding) to oxidative stress. Copper is known to induce oxidative stress and damage (e.g. (Pereira et al. 2016), as also studied in detail in enchytraeids (Gomes et al. 2012, 2014, 2018). One study on a Cu(OH)_2_ nanopesticide showed the increase in the mRNA levels of several antioxidant and detoxification-related genes in exposed cucumber plants (Zhao et al. 2017). A similar response was reported for CuSO_4_ exposed plants, and the authors (Zhao et al. 2017) concluded that released copper ions were triggering the oxidative stress response. Transcriptomics studies in *E. crypticus* exposed to various Cu materials (CuNO_3_, Cu salt aged, CuNPs, Cu nano wires) (Gomes et al. 2018) showed an overall decrease in DEGs from 3 to 7 days, except for salt aged Cu. This is not comparable to the longer 21 days exposure and, of course, these materials were designed for a different purpose. Nevertheless, it does seem to indicate that higher transcriptomic effects in the long-term (21d) exposure to NUCOP–M^®^ are associated with the observed effect in the animals’ decreased performance (decreased reproduction), as measure at day 28 and 46 (Chidiamassamba et al. 2024).

Among the few studies on the mechanisms of toxicity of nanoagrochemicals (Wang et al. 2024), it was shown that the Cu (hydroxide) based Kocide^®^3000 affected the energy metabolism of zebrafish larvae, with decrease in glycolysis and activation of the adenosine monophosphate-activated protein kinase (AMPK)-mTOR signalling pathway. In *E. crypticus* exposed to NUCOP–M^®^, the KEGG “AMPK signalling pathway” was affected. Interestingly, the inspection of the proteins involved (Fig. 2) indicated changes in expression towards cell cycle arrest, which is in line with the previous discussion. Further, energy metabolism might also be affected, but for NUCOP–M^®^ it seems to be towards the increase of glycolysis. Human hepatocellular carcinoma (HepG2) cell line exposed to Cu (hydroxide) nanoagrochemical exhibited a metabolomic profile associated with oxidative stress in which a shift from oxidative phosphorylation to glycolysis and lipid accumulation was observed (Li et al. 2022). This seems to be also the case for *E. crypticus* exposed to NUCOP–M^®^.

We realise over years of experience that even with specific exposure levels, i.e. EC_10_ or EC_50_, for different tested compounds, this induces different underlying transcriptions, including the intensity, scale and direction (up or down-regulation). The meaning is yet to be translated, e.g. whether there is a pattern within the findings and how it could be interpreted. Hence, it seems that even if the same ECx is being compared within different studies, it does not mean that the long-term impact will become comparable.

## Conclusions

The present study revealed possible mechanisms of toxicity of a commercial Cu oxychloride based nanoformulation to a soil invertebrate non-target species, which was completely absent from the literature. Although the higher transcriptional response was observed after 21 days of exposure in the current test-design, it was possible to detect an increase in cell transport after 2 days. NUCOP–M^®^ seems to directly affect embryo development at gene level. Much of the transcriptional response identified is related to induction and response to oxidate stress associated with mitochondria, as previously described for copper. Moreover, the current corroborates the longer-term impact observed at the organism level.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

Microarray data is available via Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) website (platform: GPL20310; series: GSE: GSE284246). Further data will be made available on request.

# Supplementary material for: The use of new approach methodologies (high-throughput transcriptomics) to study nanoagrochemicals: mechanisms of toxicity of a commercial copper oxychloride to soil model invertebrates (Enchytraeus crypticus)
**Source:** Arch Toxicol. 2026 Feb 7;100(5):1825–35. doi: 10.1007/s00204-026-04304-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Information (SI)**

**The use of New Approach Methodologies (high-throughput transcriptomics) to study nanoagrochemicals - mechanisms of toxicity of a commercial copper oxychloride to soil model invertebrates (*Enchytraeus crypticus*)**

Susana I.L. Gomes^a^, Janeck J. Scott-Fordsmand^b^, Mónica J.B. Amorim^a,*^

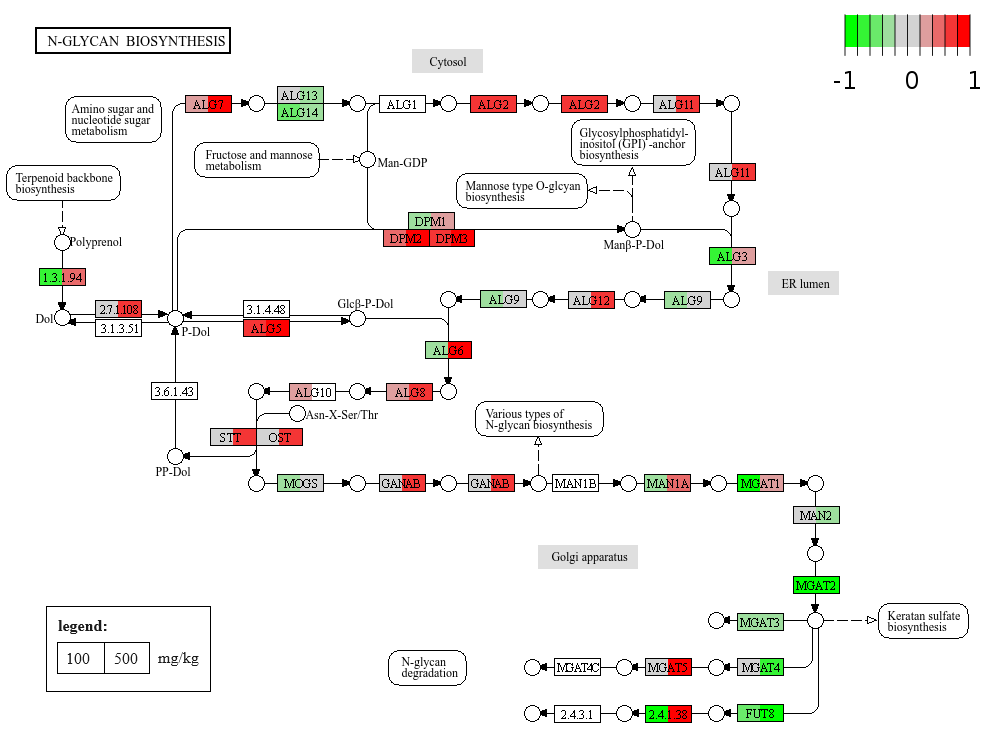

**Figure S1:** Fold-change (treatments versus control) of genes representing components of the “N-Glycan Biosynthesis” KEGG pathway ko00510, affected in *Enchytraeus crypticus* exposed to NUCOP-M® for 21 days, as rendered by Pathview. Green and red indicate down- and up-regulation, respectively. Details in this pathway can be retrieved from the following website: <https://www.genome.jp/pathway/ko>00510 (for interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article).

How the deposited data were processed for this re-analysis (not part of the article)

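RNA of whole Enchytraeus crypticus was measured on 18 single-colour Agilent microarrays, 3 for each of 6 groups: un-spiked soil and NUCOP–M® at 100 and 500 mg Cu/kg, each after 2 and after 21 days. The replicates are pools of animals, so the spread between arrays holds both biological and technical differences. The groups follow the sample labels, and no column of the series was left unmatched.

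The authors hybridized and scanned the arrays and made the deposited values with Agilent Feature Extraction v. 10.7.3.1, which subtracts a background and writes 1 processed signal intensity per spot together with quality flags. The deposited scanner output holds these intensities on a linear scale, and the deposited series table holds the same processed signal for every spot. In Table S1 the authors give log2 fold changes (M) and adjusted p-values per comparison for the transcripts they called. The intensities were not yet brought to a common level between arrays.

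From these intensities log2 values were computed for 43750 gene probes, without the 1417 control spots. A probe was tested if its flag for a positive and significant signal was set on all 18 arrays, which left 11093 probes. The standard-vector condition-decomposition that the methods of the study name was rewritten from its published description: offsets within each condition over all probes, then between conditions over the 5547 probes that showed no variation (Kolmogorov-Smirnov alpha 0.001). All 6 groups entered 1 limma model (12 residual degrees of freedom, prior 3.63), and each treatment was compared with the control of its time, the doses with each other at each time, the controls of 21 with those of 2 days, and the response at 21 with that at 2 days as an interaction. P-values were adjusted after Benjamini-Hochberg within each comparison, and an adjusted p under 0.05 counted as a call, as in the methods of the study. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The normalization and the tests were first run on simulated arrays with 200 changed probes, where the offsets were recovered within 0.0141 and 3 to 10 unchanged probes were called per comparison.

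Treatments were clustered on their log2 fold changes with uncentred Pearson correlation and average linkage, as in the methods, and similarity is that correlation in percent. Principal components of the treatments were taken with each transcript centred on its mean, since the methods do not say whether transcripts or treatments were centred. Distances between arrays within groups were set against those between groups in an exact test over all 190590400 partitions, one-sided. The effect of controls shared by 2 comparisons was simulated 100 times with unchanged groups.

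The tests, the filter, the thresholds, the alternatives and the genes named were chosen before the data were examined, apart from 5 settings added later: scan day as a block, slide as a random block, the arrays of the first scan day alone (with the offsets of all arrays or with their own), and spots without the flag set to missing. The genes named are the transcripts with a match in Table S1 and the genes in the text of the study, whose values in Table S1 had been seen, and for each comparison with calls the 10 largest rises and the 10 largest falls with a match, and the 2 largest of each without one, among those whose groups of 3 did not overlap. The matches of Table S1 were the only names used, so of 27 gene lists fixed in advance 2 had 3 or more tested members, both chosen by the study on these arrays, and 19 had none; enrichment of GO terms and KEGG pathways was not analysed here. Where no spot of 1 of the 2 groups compared was well above background, the fold change is given as a bound ("at least"): each such spot was set to the lowest signal well above background on its array, unless its own signal was higher.

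The alternatives were 75th percentile, median, median condition-decomposition and quantile scaling, normexp background correction (offset 50), the series table, the flag on all arrays of any group (24351 probes), a signal well above background on all arrays (7292 probes), no filter, separate fits for the 9 arrays of a time or the 6 arrays compared, an intensity trend with a robust prior, replicate, slide and weights in the model, each array left out in turn, averaged probes of a transcript, a further threshold of 2-fold, adjustment over 4 comparisons together, and spots marked as outliers left out. No 2 probes had the same transcript name, so averaging changed nothing. Probes kept by looser filters were shifted by the offsets of the 11093 probes. Normexp used the median spot signal, as mean spot signals were not used here. Gene probes with the flag numbered 19061 to 29969 per array, and the 75th percentile of the signal ranged from 6.20 to 49.98 intensity units, so weak transcripts were read less precisely on the arrays with low signal.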

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

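All counts here were fixed as results before the data were examined, except the transcripts called here and not listed by the study; the test of the share opposite in the controls and the regroupings of arrays were chosen only after the counts had been seen, while the other tests of the explanations were fixed before their results.

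The controls of 21 and 2 days, which the paper does not compare, differed in 601 transcripts (limma adjusted p under 0.05; 104 higher and 497 lower after 21 days, 2195 with an unadjusted p under 0.05). The share depended on scaling: 365 higher and 64 lower with normexp, where the median of all probes moved from −0.17 to 0.22, against 44 and 114 with the 75th percentile, 102 and 295 with the median and 132 and 297 with quantile scaling (median of all probes 0.02). Without replicates 1 or 2 of the 2 day control 376 and 279 were called, and without replicates 1, 2 or 3 of the 21 day control 256, 205 and 242. Of the 10 splits of these arrays 1, the real one, gave as many calls (highest other 0); these splits are too few for a test.

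The response to 500 mg Cu/kg differed between the times in 4 transcripts (interaction, 403 with an unadjusted limma p under 0.05), which came up because the difference between times was tested itself. Of 100 regroupings 7 gave 4 calls or more, up to 701, so chance cannot be excluded, and regroupings with many calls point to structure among the arrays. The direct comparison of 500 with 100 mg Cu/kg gave 1 transcript after 2 days, contig13259, and 1 after 21 days, contig04064. After 2 days 2 of 10 splits gave as many calls, up to 763 in a split that put both arrays of the last scan day on one side; with scan day as a block 5 were called. After 21 days 1 of 10 splits did (highest other 0), the count was 2 without replicate 1 of 500 mg Cu/kg after 21 days or without replicate 1 or 3 of the 2 day control, and with so few splits no test is possible at either time.

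Transcripts called at 500 mg Cu/kg after 21 days moved against the change of the controls: of the 26 that rose, 22 were lower in the controls after 21 than after 2 days, and all 11 that fell were higher. This share, 89.2% opposite, lay within that of simulated unchanged groups with the same controls (86.5 to 100%, mean 97.2), so the share by itself may come from the shared control arrays. The simulation pooled the spread over all arrays and can overstate this effect, as the 21 day control varied less. In the contrast of 500 with 100 mg Cu/kg, which holds no control array, transcripts that fell in the controls still lay 0.65 above those that rose (medians 0.18 and −0.47; camera with estimated correlation p = 0.164 and 0.000775), which argues against shared controls as the whole cause. Scan day stays open, as the difference was 0.123 with sets chosen and measured on the first scan day alone and 0.539 with the sets from all arrays measured there; a block says nothing here, as both doses have the same number of arrays on each scan day. A delayed development of exposed animals also stays open, as the change with time at 500 mg Cu/kg had a slope of 0.656 on that of the controls against 0.775 at 100 mg Cu/kg (difference −0.119), but 0.939 against 0.603 (difference 0.335) on the first scan day.

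After 21 days at 500 mg Cu/kg, 4 transcripts were called here that the study does not list: contig25717 (−5.05, limma adjusted p = 0.0146), GYUW2K402IERO6 (−2.93, adjusted p = 0.0160), contig23669 (−3.65, adjusted p = 0.0331) and GYUW2K401D5P76 (1.67, adjusted p = 0.0267). As Table S1 does not list them, their match in other species is not known here. They were called in 20, 20, 17 and 15 of 28, 28, 27 and 28 alternatives.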

How the results depend on the processing

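All values with scan day, slide as a random block, the first scan day alone or missing spots come from settings chosen only after the calls had been seen. The 29 results on single genes kept their direction in all 792 alternatives, with 648 on the same side of the threshold, 125 weaker and 19 stronger. Of the 37 transcripts called at 500 mg Cu/kg after 21 days, 2 were called in every setting fixed in advance apart from slide as a block, which left 3 residual degrees of freedom and called 0. The series table, averaged probes, spots marked as outliers and a threshold of 2-fold left the 37 calls as they were, and every alternative was run. The 5 arrays of the last scan day had a median 75th percentile of 9.51 intensity units against 43.2 for those of the first, which limits the reading of weak transcripts.

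Scaling moved the 37 calls at 500 mg Cu/kg after 21 days to 16 with the 75th percentile (all 16 among the 37) and 57 with normexp (28 among the 37). Under the 75th percentile the doses differed in 0 transcripts after 2 and 2 after 21 days, the controls of the 2 times in 158, and 1 interaction was called at 500 mg Cu/kg. Under the median these were 0, 2, 397 and 1, under quantile scaling 0 transcripts differed between the doses after 2 days, and under normexp 0 after 2 and 2 after 21 days, with a similarity of 43.6% between the times. The cause was not tested.

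Filters changed the number of probes tested to 24351 (flag on all arrays of any group), 7292 (well above background), 43750 (no filter) and 22125 (spots without the flag set to missing). With the flag on any group 372 transcripts differed between the controls, 0 between the doses after 2 days, and 0 interactions were called at 500 mg Cu/kg, and the distances of arrays had an exact permutation p of 0.0702. Without a filter 6 transcripts were called at 500 mg Cu/kg after 21 days, 109 between the controls, 0 between the doses after 2 days and 2 as interaction; the dose slope was 0.574, the first component 92.6%, the exact p of array distances 0.120, and 5 cell type markers were tested instead of 3. With probes well above background the doses differed in 12 transcripts after 21 days and the slope was 0.277. With missing spots 1 transcript was called at 100 mg Cu/kg after 2 days, 0 between the doses after 2 days, 400 between the controls and 0 as interaction. More probes tested raise the adjusted p, and beyond this the cause was not tested.

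Fewer arrays in the fit gave more calls at 500 mg Cu/kg after 21 days, 282 with the 9 arrays of the time and 216 with the 6 arrays compared, where the variance came from these arrays alone. Between the doses these fits called 0 and 0 after 2 days, and 5 and 0 after 21 days. Adjustment over 4 comparisons together left 17 calls at 500 and made 1 at 100 mg Cu/kg after 21 days.

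The replicate numbers were not taken to pair the arrays. Arrays with the same number had deviations correlated with a median of 0.122 (45 pairs, lowest −0.552), against −0.0547 with different numbers (90 pairs). With a replicate block 56 transcripts were called at 500 and 1 at 100 mg Cu/kg after 21 days, 0 and 4 between the doses after 2 and 21 days, 1 interaction at each dose and 1 shared transcript; 36 of the 37 calls were made again.

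With slide as a block 0 transcripts were called at 500 mg Cu/kg after 21 days, 0 between the doses at each time, 0 as interaction and 1855 between the controls. As a random block (correlation 0.684) slide gave 3 calls at 100 mg Cu/kg after 21 days, 0 and 15 between the doses, 35 interactions, 2296 between the controls, 3 shared transcripts and a slope of 0.453. With scan day as a block 138 transcripts were called at 500 mg Cu/kg after 21 days, 5 and 13 between the doses, 33 as interaction and 1396 between the controls.

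On the arrays of the first scan day alone 387 and 448 transcripts were called at 100 and 500 mg Cu/kg after 2 days, 3 and 877 after 21 days, 2825 and 4 between the doses, 3105 between the controls, 928 as interaction and 185 in more than 1 treatment, with a similarity of −13.7% between the times and 71.5% on the first component. With offsets from these arrays the values were 645, 754, 1, 727, 2694, 5, 2953, 1028, 270, −8.69% and 72.7%. Here 500 mg Cu/kg after 2 days has 1 array, and the cause was not tested.

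Array weights, which ranged from 0.13 to 43.4 in a fit that did not converge, gave 778 and 0 calls at 100 and 500 mg Cu/kg after 2 days, 1865 and 6121 after 21 days, 5 and 2098 between the doses, 4592 between the controls, 66 and 674 interactions at 500 and 100 mg Cu/kg, 2050 shared transcripts and 48.4% on the first component. Table S1 transcripts gave −9.67% between the times with the values here and 75.6% on the first component with the study's values, and mean centring per treatment gave 89.5%.

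Leaving out 1 of the arrays compared gave 9 to 17 calls at 500 mg Cu/kg after 21 days, 0 to 1 and 1 to 2 between the doses after 2 and 21 days, 205 to 588 between the controls and 0 to 1 interactions at 500 mg Cu/kg. Leaving out 1 array of a group not compared gave 32 to 57, 0 to 1, 1 to 2, 477 to 811 and 0 to 5. The dose slope ranged from 0.339 to 0.536, the similarity between the times from −22.9 to 51.1%, the first component from 78.5 to 89.5% and the exact permutation p of array distances from 0.0117 to 0.127. The cause was not tested, though fewer arrays alone raise the adjusted p.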

Differences from the paper's values

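No alternative was set to approach the paper's values; those called chosen later were added only after the values had been seen. The paper reports 29,009 probes that passed the quality criteria, while 11093 had the flag on all 18 arrays; of the settings fixed before the data were examined the flag on all arrays of any group (24351) came within 1.5 times, no filter and a signal well above background did not, and spots without the flag set to missing (22125), chosen after seeing the values, also came within it and dropped 33 of the 60 transcripts the study calls.

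The paper's 64 transcripts called in at least 1 condition compare with 37 here; normexp, the replicate block and the fits without replicate 1 of the 2 day control or without replicates 1 or 3 of 500 mg Cu/kg after 2 days came within 1.5 times, the other settings fixed before the data were examined did not. Slide as a random block, chosen after seeing the values, also came within it and dropped 28 of the study's 60.

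At 500 mg Cu/kg after 21 days the paper reports 60 transcripts, 40 up and 20 down, against 37, 26 and 11 here. The total came within 1.5 times under quantile scaling, normexp, trend with robust prior and the replicate block. The number up did so under quantile scaling, trend with robust prior and the replicate block. The number down did so under quantile scaling, a signal well above background and the replicate block. Leaving out an array of a group not compared gave totals of 32 to 57. Part of these also came within 1.5 times, such as 57 without replicate 1 of the 2 day control and 45 without replicate 1 of 500 mg Cu/kg after 2 days. Their numbers up and down were not set against the paper's. The remaining settings fixed before the data were examined did not reach the paper's numbers. Slide as a random block, chosen after seeing the values, reached all 3 and dropped those 28. Spots set to missing, also chosen after seeing the values, reached the number down and dropped 33.

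The paper reports 3 transcripts at 500 mg Cu/kg after 2 days against 0 here, which no setting fixed before the data were examined came near. At 100 mg Cu/kg after 21 days it reports 1 against 0 here; the replicate block and adjustment over 4 comparisons together gave 1, and so did the first scan day with its own offsets, chosen after seeing the values, which dropped 18 of the study's 60 at the higher dose. None of the 3 called the transcript of the paper, HDGR3.

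The paper gives a similarity of 65% between the treatments after 21 days and 10% after 2 days, against 83.8% and 33.7% here. No setting reached the first, and the nearest was 70.1% with the study's own values for the 64 transcripts of Table S1. The second was 15.4% with these values and 22.3% with the flag on any group. It lay between them with the replicate block and without replicate 3 of 100 or replicate 1 of 500 mg Cu/kg after 2 days. With the other settings fixed before the data were examined it lay outside that range. Scan day as a block, chosen after seeing the values, gave 21.2% and dropped 18 of the study's 60.

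For 6 transcripts without the flag on all arrays the paper's log2 fold changes in Table S1 were larger: MGA 4.7093 against 1.92, IGF1R 3.9961 against 1.65, HINFP 4.2488 against 2.69 and PCD18 3.5859 against 1.54 at 500 mg Cu/kg after 21 days, MYO1F 3.986 against 2.65 at 500 mg Cu/kg after 2 days and HDGR3 6.8332 against 2.10 at 100 mg Cu/kg after 21 days. MGA, IGF1R, HINFP, MYO1F and HDGR3 could be tested in 1 setting each and PCD18 in 2, and none of these gave a value without a difference. For MGA, IGF1R and HDGR3 1 of the 3 exposed arrays carried the flag in the comparison given. Counting only that exposed array, the differences from the control were 4.82, 4.11 and 7.03, so the paper's values may rest on it.

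The paper lists STK25 among the down-regulated genes and AB22G and SVIL among the up-regulated, while here the changes were −2.02 (limma adjusted p = 0.0723), 2.67 (0.0777) and 2.83 (0.0651); they were called with scan day as a block (adjusted p = 0.0457, 0.00614 and 0.0329; over all alternatives 7.9e-09 to 0.522, 5.5e-09 to 0.418 and 1.5e-05 to 0.686), chosen after seeing the values. HMCN2 and ELF1, which the paper calls, were not tested, and with the flag on all arrays of any group they were called (−2.71, adjusted p = 0.0464, and 4.56, adjusted p = 0.0404). The text of the paper names an insulin-like growth factor, while Table S1 pairs the transcript with its receptor.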

Other observations

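All tests in this part but that of the low signal of the last scan day and the fits without the 2 day arrays were chosen only after the result they address had been seen. In un-exposed animals the largest changes between 2 and 21 days belonged to transcripts without a name. Only the 64 transcripts of Table S1 could carry one. GYUW2K401EB6BI rose from 4.94 ± 1.42 to 12.02 ± 0.37 (SD, n = 3, limma adjusted p = 0.000134) and contig17891 rose by 5.64 (adjusted p = 0.000727). The transcript contig11720 fell from 10.43 ± 0.87 to 3.49 ± 0.54 (adjusted p = 3.2e-06) and contig19694 fell by 5.09 (adjusted p = 0.00173). AIFM2, the chaperone GRP75 (−2.67, adjusted p = 0.000292), OTOP (−3.27, adjusted p = 0.00164), B3GN3 (−2.48, adjusted p = 0.00240) and SVIL (−2.35, adjusted p = 0.0319) fell, and the RNA sensors ZNFX1 (2.59, adjusted p = 0.000464) and DDX58 (1.196, adjusted p = 0.0174) rose. All kept this direction under every scaling, though the call was lost in 14 of 26 alternatives for SVIL and in 9 of 27 for DDX58. The named transcripts are on the study's lists for 500 mg Cu/kg after 21 days, chosen against the same 21 day control. That choice favours the opposite direction between the controls.

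Among the 37 transcripts changed at 500 mg Cu/kg after 21 days, 19 were also called between the controls, and 4 of the 37 had the same sign in both. ELF1, matched to an mRNA export factor of another organism, lay at least 6.38-fold higher at 500 mg Cu/kg after 21 days (5.43 ± 0.56 against 0.87 ± 0.98). HINFP, which regulates histone H4 genes, was well above background on 1 of 18 arrays, so a change of it could not be told from background. Both lacked the flag on some arrays.

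The low number of calls with all 18 arrays went with scan day, and also with the 2 day arrays in the fit. Without the latter, fits of the 9 arrays of the time and of the 6 arrays compared called 282 and 216 transcripts at 500 mg Cu/kg after 21 days. The residual SD was 0.599 to 0.695 in the groups of 2 days and 0.232 to 0.448 in those of 21 days. The spread of the 2 day arrays therefore stays open beside scan day. With scan day as a block 138 transcripts were called at 500 mg Cu/kg after 21 days instead of 37, and 877 on the first scan day alone. The low signal of the last day's arrays as such is a weaker candidate, since among 7292 transcripts well above background the block still raised the calls from 39 to 176. Slide as a random block gave 47 calls, but no slide held both a control and an exposed array of 21 days, so slide stays open. Whether the day stands for scanning, hybridization or animals stays open, and a biological explanation was not tested.

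The study calls transcripts without the flag on all arrays, among them MYO1F, IGF1R and HDGR3, and 17 of its called pairs of transcript and comparison have such spots. In 14 of these 17 its fold change lay nearer to the difference of means over spots with the flag than over all 3 arrays, so spots without the flag may have been left out of its group means. In 6 of the study's up-regulated pairs 1 of 3 exposed arrays carried the flag. For transcripts with the flag on all arrays the study's log2 fold changes equalled the differences here plus a constant per comparison (0.15, −0.212, −0.212 and −0.129). A biological explanation was not tested.

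Other splits of the same arrays were tried for every comparison with a control, and 10 splits are too few for a test. At 500 mg Cu/kg after 21 days 1 split, the real one with 37 calls, reached its number (highest other 0). At 100 mg Cu/kg after 2 days all 10 splits gave as many calls as the real 0 (highest 10), at 100 mg Cu/kg after 21 days also 10 (highest 0), and at 500 mg Cu/kg after 2 days 10, with 2999 calls in a split that followed the scan days. For the interaction at 100 mg Cu/kg 100 of 100 regroupings gave at least the real 0 (highest 78).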
